A study of Danio rerio with 3 samples. Its data were reported in "A single‐cell RNA labeling strategy for measuring stress response upon tissue dissociation" (2022).

How the data were processed

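Whole zebrafish larvae at 48 h post fertilisation were dissociated for 30 min at 37°C in a buffer that held 10 mM 4-thiouridine (4sU), a uridine analogue that cells build into RNA made while the tissue falls apart. Fixed cells were then treated with 10 mM iodoacetamide, after which a 4sU base is read as C in place of T during sequencing. Libraries were made with a droplet method that tags each RNA molecule with a unique molecular identifier (UMI). Per the labels, 1 library was made after dissociation alone, 1 after dissociation and fluorescence-activated cell sorting (FACS), and 1 after dissociation, FACS and a further 30 min on ice. Per the labels, 4sU was also added to the cooled tube that received the sorted cells, and was absent from the sort itself and from the later time on ice, so both sorted libraries had a further exposure to 4sU. The groups were taken from the sample labels. Each group had 1 library, so no replicate error exists, no test between groups was run and no p-value is given. All intervals are 95% intervals for counting error only: exact Clopper-Pearson for shares, exact Poisson for sums of UMIs, and a normal approximation on the log scale for the ratio of 2 shares.

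The authors aligned the reads with cellranger to the GRCz10 build, added tags that record mismatches with samtools, and deposited a matrix of UMI counts per gene and cell for each library. Gene symbols and identifiers came from the feature lists of those matrices, and UMIs of identifiers that share a symbol were summed. The authors also deposited, for each cell of their list, the genes found and the genes with at least 1 UMI carrying 2 or more T-to-C substitutions, as names and counts of genes. For each cell type of their own annotation, the authors deposited a table for all reads and a table for reads with 2 or more T-to-C substitutions; each gives a read count per gene and a rate for each of the 12 substitution types. The authors made these rates as a ratio of substitutions to positions of the reference base, at a base quality of at least 20, before they were deposited. A filter for sequence variants is stated by the authors for their bulk data; none is stated for the single-cell tables. The cell type of each single cell was not analysed here, since these tables are sums over cells. No unlabelled library was analysed here, so the other 11 substitution types served as the background.

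Several properties of these values were checked before use. The ratios behave as averages over reads and not as a ratio of sums: among genes with 2 reads and a T-to-C rate above 0, 26.2% of the values in the dissociation library equalled no ratio of 2 whole numbers with a denominator up to 200. The T-to-C rate of a cell type was therefore taken, as laid down for that case before the data were examined, as the median over genes with at least 250 reads. Pooled rates are means over genes weighted by reads. The list of labelled genes counts genes and not UMIs, so the labelled share of a library is given as labelled gene detections over all gene detections, a gene in a cell being 1 detection. This share rises with the UMIs of a gene in a cell. The labelled-read tables and the all-reads tables do not count the same thing. Among 237 low genes of the dissociation and FACS library (under 1.15 UMIs per cell that has the gene), the labelled-read table held a median of 0.691 entries per labelled gene and cell, while the all-reads table held a median of 6.68 reads per UMI. The percentage of labelled entries over reads, used below under the study's limit of 10%, therefore mixes these units and is no share of UMIs. The median number of reads per UMI over genes with at least 250 UMIs was 3.30 in the dissociation library, 6.95 after FACS and 2.84 after FACS and ice. The reads come from cells in the authors' cell type tables and the UMIs from all cells, which makes these values approximate. For that reason entries per 100 UMIs are given beside the shares of reads of single genes in the text; for 4, 7 and 5 genes in the libraries, in this order, entries outnumbered UMIs, so that both values are uncertain where gene copies share reads.

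A gene was called highly labelled in a cell type if it had at least 250 reads there and labelled entries for at least 10% of them, and shared if this held in at least 2 cell types. Names that join several genes were left out. The genes named below followed a rule fixed before the data were examined: a list of 38 heat shock, immediate early and her genes (2 of them, endog and pclaf, picked by the study on these libraries), the 10 genes with the largest labelled share after FACS and ice among genes with at least 250 UMIs in each library, 7 reference genes, and the 5 genes with the largest and the 5 with the smallest ratio of labelled share, FACS and ice over dissociation, with at least 20 labelled entries in 1 library. A gene with a share of 0 in the dissociation library has no such ratio, and 1 gene was left out for it. Genes that lead a cluster are named to identify it, outside this rule, and other genes outside it are said to be so. Where a count is 0, the limit it allows is 3 counts of the total. CPM is the number of UMIs of a gene scaled to the UMI total of the library in the usual way. A list's median ratio was set against 10000 random lists matched on mean expression in 20 bins.

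For the composition, all deposited barcodes of the 3 libraries (25202 cells, each with at least 500 UMIs) were clustered together: scaling to 10000 UMIs per cell, log1p, 2000 variable genes, 30 principal components, 15 neighbours with weights from shared neighbours, and Leiden clustering at resolution 1. A cluster was named "X-like" from fixed marker lists (174 of 178 markers were found) if at least 3 markers of a class were seen in at least 20% of its cells at a log2 fold of at least 1 over the other cells; 30 of 35 clusters received a name. No doublet caller was run. In its place, shares were recomputed without the 5% of cells with most UMIs in each library. Mitochondrial UMIs are those of genes whose name starts with mt.

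The computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2 and igraph 0.11.9. The steps were tested on simulated data. For the nervous system table of dissociation alone (7643 genes, 200 of them changed), 129 of 129 genes set above the limit of 10% were called, with 0 false calls; with FACS (6374 genes) there was 1 false call beside 129 of 129. In simulated UMIs of 4559 genes with 200 genes raised 2-fold, for FACS and ice over dissociation, the median CPM ratio of the raised genes was 2.00 over that of the unchanged genes. Alternatives tried were other limits and minimum reads, and removal of mitochondrial, haemoglobin and variant-like genes. Further ones were equal weight for each cluster, thinning of reads by UMI totals, other clusterings and direct calling of muscle cells. Of all these alternatives, 10 were added after the data were seen. Among them were the genes shared by both libraries for the T-to-C rate, cells matched for UMIs, and entries over UMIs.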

Results

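To follow transcription during tissue dissociation in single cells, RNA of 48 h old zebrafish larvae was labelled with 4sU in the dissociation buffer and, for the sorted samples, again in the cooled tube that received the cells, and 3 ways of preparing the cell suspension were compared with 1 library each. The dissociation library held 11043 cells with 50313576 UMIs, the library after dissociation and FACS held 4609 cells with 23095410 UMIs, and the library after dissociation, FACS and ice held 9550 cells with 61231163 UMIs. The median UMI number per cell was 2402, 3143 and 3995 in this order, and the median number of genes per cell was 732, 821 and 1008.5. The authors' all-reads tables held 194320645, 201080932 and 204640932 reads, so that the library with FACS, the one with fewest cells, was read most deeply per molecule. The authors' tables covered 14, 15 and 14 cell types, and 12 cell types had a table in all 3 libraries. Since there were no replicates, each difference below is a difference between libraries, with intervals that cover counting error only.

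The first question was whether sorting and waiting added labelled RNA. In the dissociation library, 279981 of 10005514 gene detections carried a labelled UMI, which is 2.80% (95% interval 2.79 to 2.81). The share was 3.73% (3.71 to 3.75) after FACS and 4.12% (4.11 to 4.13) after FACS and ice. The ratio to dissociation alone was 1.33 (1.33 to 1.34) with FACS and 1.47 (1.47 to 1.48) with FACS and ice, and thus exceeded the counting error. The median share per cell was 2.43%, 3.58% and 3.79%. The alternative that moved the ratios most, labelled entries over UMIs of all genes, added after the data were seen, gave 2.75 with FACS and 0.882 with FACS and ice, which reverses the direction for the latter; the gene hbae1 alone held most of these entries. Without haemoglobin genes and names that join several genes, the ratios were 1.65 and 1.51. The T-to-C rate over all reads gave 1.09 and 1.19.

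The T-to-C rate was next compared with the other substitution types of the same reads. Weighted by reads, T-to-C substitutions were found at 0.277% of T positions after dissociation, 0.301% after FACS and 0.329% after FACS and ice. The mean of the other 11 types was 0.139%, 0.135% and 0.135%. T-to-C exceeded this mean 2.00-fold, 2.22-fold and 2.43-fold. It was not the most frequent substitution type in any library, since C-to-T reached 0.381%, 0.378% and 0.374%. The A-to-G rate was 0.184%, 0.189% and 0.189%. From dissociation to FACS and ice the T-to-C rate rose 1.19-fold, while A-to-G rose 1.03-fold and C-to-T was at 0.982 of its value. From dissociation to FACS it rose 1.09-fold, less than G-to-C, which rose 1.19-fold there and was at 0.838 of its dissociation value after FACS and ice.

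Among the 12 cell types found in all libraries, the median over genes of the T-to-C rate was higher after FACS and ice than after dissociation in 12 of 12 and higher after FACS in 8 of 12. The median ratio over cell types was 1.499 with FACS and ice (range 1.18 in pigment cells to 1.89 in blood) and 1.151 with FACS (range 0.838 in head muscle to 1.32 in pectoral fins). Weighted by reads, head muscle was highest instead, at 1.34 with FACS and 1.38 with FACS and ice. Its A-to-G rate rose as well, from 0.142% after dissociation to 0.185% and 0.190%. The rise in head muscle was thus not specific to T-to-C. By the same weighting blood was lowest, at 0.991 and 1.05, so that the order of cell types depends on the weighting. The genes with at least 250 reads differ between libraries. Over the genes that reached this minimum in both libraries, an alternative added after the data were seen, 12 of 12 cell types were higher with FACS as well, at a median ratio of 1.07. In the nervous system, the largest class by reads in the dissociation library, the median rate over genes was 0.181%, 0.211% and 0.279%. Cell types share 1 suspension and are not replicates, so these numbers describe the libraries.

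**Figure D1:**
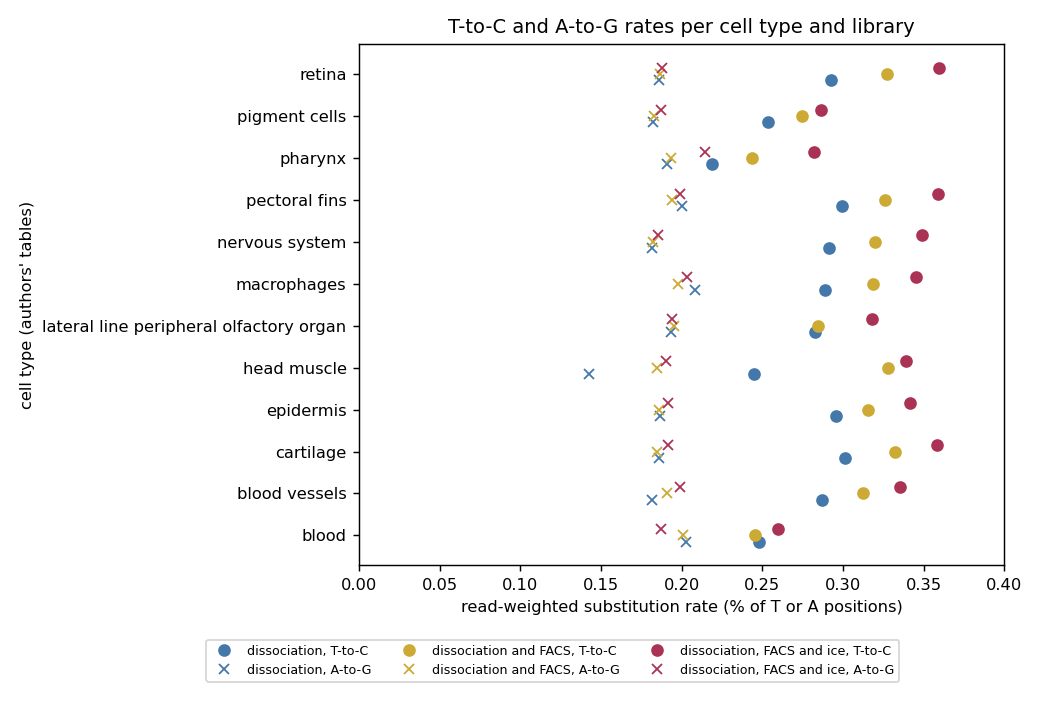
Read-weighted T-to-C rate (circles) and A-to-G rate (crosses), in % of T or A positions on the horizontal axis, for the 12 cell types on the vertical axis and the 3 libraries in colour, without error bars because there is 1 library per group. In the nervous system the T-to-C rate was 0.291%, 0.320% and 0.349%, while in blood it was 0.248%, 0.246% and 0.260%.

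Highly labelled genes were counted to ask which transcripts take up the label and in how many cell types. With at least 250 reads and labelled entries for at least 10% of them, 62 genes passed in the dissociation library, 25 after FACS and 99 after FACS and ice. The library with FACS had the most reads per UMI, and the share sets entries against reads. The median over 4559 genes was 0.131%, 0.0687% and 0.253% of reads, but 0.438, 0.462 and 0.711 labelled entries per 100 UMIs. When entries were set against UMIs of the whole library, an alternative added after the data were seen, 215, 124 and 336 genes passed. The number of genes with at least 250 UMIs also differed, at 7469, 4570 and 8636. In total 18 genes passed in all 3 libraries and 113 in any. After FACS and ice, 47 of the 99 genes passed in at least 2 cell types and 22 in at least 5. These are shares within the tables' reads, which include any free RNA, and do not show that each cell type made the RNA. Here hbae1, hsp70.1, hsp70.2 and rps15a passed in 14 of 14 cell types, but hbae1 was detected in 9508 of the 9550 cells; rps15a falls outside the naming rule and was chosen after its values were seen; fosab passed in 9 of the 10 with enough reads, and pclaf in 10 of 10, whereas endog had enough reads in 2 cell types and passed in both. In the dissociation library 26 genes passed in at least 2 cell types, and in the library with FACS 10 did. Of the fixed list, 12, 6 and 22 genes were highly labelled in the 3 libraries.

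Over all cell types together, the 10 genes with the largest share after FACS and ice were hbae1, her15.1, her15.2, her4.2, her4.4, pclaf, stk25b, BX005309.1, smdt1a and hey1. The haemoglobin gene hbae1 came first at 38.7%, with 43.1% after dissociation and 34.7% after FACS; it held 82.1%, 86.3% and 70.31% of all labelled entries of the 3 libraries. Its entries outnumbered its UMIs (325, 473 and 239.8 per 100 UMIs in the 3 libraries), as did those of her15.1 and her15.2, so that these shares are uncertain because gene copies can share reads. For pclaf (ENSDARG00000097691) the share was 25.6% (24.5 to 26.8) after dissociation, 11.2% (10.4 to 11.9) after FACS and 24.9% (24.1 to 25.7) after FACS and ice, with 35.9, 23.6 and 38.9 entries per 100 UMIs, and its T-to-C rate was 6.001%, 6.07% and 5.82%. For endog (ENSDARG00000058865) the share was 15.6% (13.8 to 17.5), 4.64% (3.58 to 5.90) and 15.3% (13.4 to 17.3), with 39.5, 25 and 35.9 entries per 100 UMIs, at a T-to-C rate of 2.29%, 1.45% and 1.70%. In contrast, the T-to-C rate of hsp70.1 was 1.70%, 2.34% and 2.51% and that of fosab was 2.71%, 3.12% and 4.01%. The reference genes stayed low: actb1 had 0.122%, 0.0698% and 0.231% of reads labelled, and rps18 0.00200%, 0.00217% and 0.00818%. In entries per 100 UMIs the order differed for actb1, with 0.276, 0.402 and 0.509, so that the value after FACS was no longer the lowest; for rps18 there were 0.00765, 0.0189 and 0.0280.

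**Figure D2:**
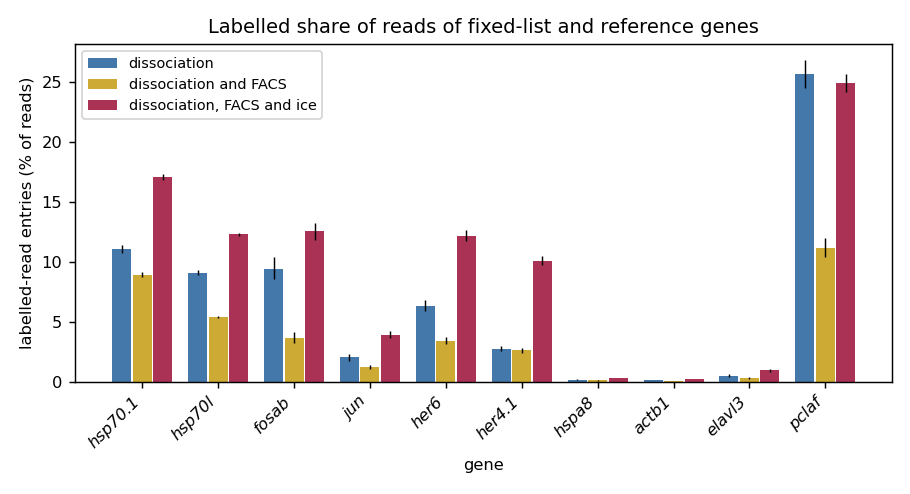
Labelled-read entries in % of reads (vertical axis) for genes of the fixed list and reference genes picked for display after their values were seen (horizontal axis), 1 bar per library, with exact 95% Clopper-Pearson intervals. The bar for fosab stands at 9.42%, 3.67% and 12.5% in the 3 libraries, and that for hspa8 at 0.158%, 0.0952% and 0.298%; in entries per 100 UMIs, which are not drawn, fosab had 19.2, 20.2 and 29.5 and hspa8 0.557, 0.657 and 0.864, without the lower value after FACS.

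Genes were also ranked by the ratio of their labelled share, FACS and ice over dissociation. The 5 largest ratios belonged to st7, cebpd, st6gal2a, cachd1 and si:ch211-262h13.3, all with 1 or 2 labelled entries after dissociation. For cebpd the share was 0.105% (0.0127 to 0.378) after dissociation and 1.83% (1.18 to 2.71) after FACS and ice, or 0.189 and 2.93 entries per 100 UMIs. In the list per cell, cebpd was labelled in 14 of 570 cells that had it after dissociation, or 2.46%. After FACS and ice this was 40 of 426, or 9.39%. The difference was smaller by this measure, so that the size of the ratio depends on the measure. The 5 smallest belonged to tmod4, gnl3l, krt15, ak1 and BX936337.1. For BX936337.1 the share was 1.75% (1.49 to 2.05) and 0.435% (0.311 to 0.592), or 5.42 and 1.21 entries per 100 UMIs.

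The abundance of the fixed list was compared next. Of its 38 genes, 32 had at least 250 UMIs in each library. Their median CPM ratio to dissociation was 1.42 with FACS, with 28 of 32 genes higher, and 1.63 with FACS and ice, with 26 of 32 higher. Over all 4559 genes with that minimum the median ratio was 1.07 and 1.152. The list's median lay at the 100th percentile of 10000 matched random lists in both comparisons, 95% of which gave 0.976 to 1.13 with FACS and 1.03 to 1.23 with FACS and ice. Between FACS with ice and FACS alone the list's median was 1.08, and that of all genes was 1.08 as well, at the 47.5th percentile of the random lists for the list. With equal weight for each of 22 clusters found in all libraries, the alternative that moved it most, the ratio with FACS and ice was 1.44. The gene hsp70l stood at 661 CPM (654 to 668) after dissociation, 1350 CPM (1335 to 1365) after FACS and 1319 CPM (1310 to 1328) after FACS and ice. For dnajb1b the values were 133 CPM (130 to 136), 357 CPM (350 to 365) and 567 CPM (561 to 573). For fosab they were 41.0 CPM (39.2 to 42.8), 52.8 CPM (49.9 to 55.9) and 60.0 CPM (58.1 to 62.0). After FACS and ice 6 of the 32 genes were lower than after dissociation, namely hsp90aa1.1, egr1, endog, hspb1, ier2b and jdp2b. Most of these depended on the weighting of clusters. At equal weight per cluster the same ratio was 1.043 for endog, 1.035 for hspb1, 1.148 for ier2b and 1.158 for jdp2b, so these were not lower. It was then 0.964 for hsp90aa1.1 and 0.665 for egr1. Without this weighting the lowest ratio was that of hsp90aa1.1, with 40.2 CPM (38.5 to 42.0) after dissociation, 17.8 CPM (16.1 to 19.6) after FACS and 20.0 CPM (18.9 to 21.1) after FACS and ice. The gene egr1 had 10.9 CPM (9.96 to 11.8) after dissociation and 7.30 CPM (6.64 to 8.01) after FACS and ice. After FACS alone egr1 was higher than after dissociation, at 14.7 CPM (13.2 to 16.3).

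The share of mitochondrial UMIs was compared because the study reports higher levels in neuronal cells of the unsorted sample. It was 1.88% (1.88 to 1.89) after dissociation, 0.689% (0.686 to 0.693) after FACS and 1.13% (1.13 to 1.13) after FACS and ice. The nervous system-like clusters are compared by number, a choice made after the data were seen, since cluster C16 has a marker of another class and none of its own among its leading genes, and since 1598 of the 1895 such cells of the dissociation library lie in cluster C5, which holds 2 and 3 cells of the others. In cluster C8, with 106, 387 and 536 cells, the share was 2.0997% (2.06 to 2.14), 0.820% (0.804 to 0.837) and 1.26% (1.25 to 1.28). In clusters C1, C16 and C19 it was 2.02%, 1.82% and 2.02% after dissociation, 0.936%, 0.886% and 0.863% after FACS, and 1.32%, 1.22% and 1.26% after FACS and ice. The smallest of these groups held 22 cells, in cluster C16 after dissociation. The difference from dissociation exceeded counting error in the library and in each of these 4 clusters. Cluster C5, with most of the nervous system-like cells of the dissociation library, was not part of this comparison. Other classes were not measured by themselves, and the library as a whole was lower as well. The difference is therefore not shown to be specific to nervous system-like cells.

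Muscle cells were compared because the study reports them as depleted in the sorted samples, and a muscle table was given for the dissociation library alone. Muscle-like cells made up 209 of 11043 cells after dissociation, or 1.89% (1.65 to 2.16), 51 of 4609 or 1.11% (0.825 to 1.45) after FACS, and 142 of 9550 or 1.49% (1.25 to 1.75) after FACS and ice. They came from 3 clusters that moved apart. The cluster led by tnni2b.1 and myog, in which the chaperone gene hsp90aa1.1 was also among the leading genes, held 84, 45 and 123 cells. Its leading gene myog is a head muscle marker of the fixed lists. The authors' tables hold head muscle apart from muscle, in all 3 libraries. The cluster led by mylpfa and myhz1.1 held 88, 6 and 18 cells, and the cluster led by myl10 and tnnt2d held 37, 0 and 1 cells, where a count of 0 allows a share of up to 0.0651% (exact Clopper-Pearson bound 0.0800%). These leading genes serve to identify the clusters. Called directly as cells with at least 5% of their UMIs from muscle markers, 458, 6 and 21 cells were counted, or 4.15%, 0.130% and 0.220%. When each library was clustered by itself the order changed, with 1.36%, 1.13% and 2.53%. In the sorted libraries tnni2b.1 was then among the leading genes of the muscle-like cluster, but not in the dissociation library. These shares may thus not cover the same cells. Without the 5% of cells with most UMIs, an alternative added after the data were seen, the shares were 1.13%, 0.891% and 1.37%. Clusters with at least 95% of their cells from 1 library held 28.7% of all cells, and 42.3% of the dissociation library's cells had no name against 13.4% and 17.2%, so that shares of named classes are limited by the clustering.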

Values the study reported

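The study reported about 25,200 single cells sequenced in total. These were grouped into 16 main cell types. Its criterion for the most highly labelled genes was more than 10% of UMIs with at least 2 labelling events.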

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

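The tests on the barcodes outside the cell list were chosen only after the result was seen; the test on blood was laid down before, but its gene set was changed after its first value of 3.15 was seen. No biological explanation was tested for either pattern.

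The file of labelled genes of the dissociation and FACS library held 1182743 barcodes beyond its 4609 cells, which enter no comparison above. They are listed because this unused part of the file carried labelled genes: 147957 of 5511537 gene detections, or 2.68%, were labelled, above the 5.44e-05% that a count of 0 allows. That bar is low, since labelled RNA was present in the cells of the library, at 3.73%, and passing it does not set these barcodes apart. A candidate source is free RNA from lysed cells, labelled like that of the cells. By the criterion first written for it, the shares without haemoglobin genes should then lie close together, and they did not, with 1.59% outside and 3.61% in cells. That test is itself weak, because a barcode outside held 4.66 genes against 965 per cell, and abundant genes in cells gain from several UMIs each. A version set up after this value was seen, over 11468 genes with about 1 UMI per cell, gave 2.94% outside the cell list and 3.098% in cells. Since the first criterion failed and the one that was met was chosen afterwards, free RNA and RNA of intact cells missed by the cell list cannot be told apart.

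The read-weighted T-to-C rate of blood was 0.991 of its dissociation value after FACS, while the other 11 cell types moved up. The lateral line, peripheral and olfactory organ class was close to blood, at 1.005. This difference was not tested, since there is 1 library per group. Genes with a fixed T-to-C difference from the reference may take most of the substitutions in blood, and hbae1 alone held 63.0% of them after dissociation. The test as laid down left out genes with a T-to-C rate above 25% or over 10 times the median of their table, and gave 3.15 for blood, above 1 as this explanation needs. The limits differed between tables, so that a gene could be left out of 1 library and kept in the other. With the same 4167 genes left out of all libraries the ratio was 1.12, and without hbae1 alone it was 1.07. The ratio of blood was above 1 in each version, but its size rests on the version. Other cell types fell below 1 in some versions. In the test as laid down head muscle was at 0.951, and without hbae1 alone the lateral line class was at 0.976. Reads shared between haemoglobin gene copies, and a variant of the strain, stay open as reasons for the rate of hbae1.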

How the results depend on the processing

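Of 138 alternative values, 41 stayed within the counting error (for counts of genes, within 1.5 times), 96 moved and 1 took a ratio to dissociation below 1. The alternatives on matched cells, on entries over UMIs, on genes with at least 250 reads in both libraries, on names of several genes, on A-to-G, on other mitochondrial features and on cells with most UMIs were added after the data were seen. No paired analysis was possible because each group has 1 library. The cause of a change was not tested unless stated.

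The labelled share with FACS over dissociation was 1.35 without mitochondrial genes. It was also 1.35 without the 93 genes with labelled entries for at least 10% of their UMIs in every library. It was 1.28 with equal weight per cluster, 1.47 for the median over cells, 1.09 for the T-to-C rate of all reads and 1.41 in cells matched for UMIs. For entries over UMIs it was 1.65 without haemoglobin genes and names of several genes and 2.75 with all genes. With FACS and ice the labelled share over dissociation was 1.57 without the same 93 genes, 1.40 with equal weight and 1.56 for the median over cells. It was 1.19 for the T-to-C rate and 1.44 in matched cells. For entries over UMIs it was 1.51 without haemoglobin genes and names of several genes and 0.882 with all genes, which reverses the direction. With all genes there were 5.53%, 15.21% and 4.88% of entries over UMIs in the 3 libraries, of which hbae1 held 82.1%, 86.3% and 70.31%; the cause was not tested beyond leaving out these genes. In both versions the library with FACS lay above that with FACS and ice, which changes their order.

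The median T-to-C ratio over cell types, with FACS and then with FACS and ice, was 1.42 and 2.09 after subtraction of the other substitution types, 1.07 and 1.53 without variant-like genes, 1.09 and 1.19 when weighted by reads, and 1.07 and 1.39 over genes with at least 250 reads in both libraries. The number of cell types that rose with FACS ranged from 8 to 12 of 12; with FACS and ice it was 12 under each of these. Without a minimum of reads the median over genes was 0 in some tables, and no ratio could be given.

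The number of highly labelled genes is given for dissociation, FACS, and FACS and ice in this order. It was 174, 68 and 285 at a limit of 5%, 14, 8 and 24 at 20%, 105, 61 and 180 at a minimum of 100 reads, and 40, 16 and 63 where the lower bound of the interval had to reach 10%. With entries over UMIs it was 215, 124 and 336. At a minimum of 500 reads it was 39, 19 and 62, after thinning 39, 25 and 50, and with names of several genes 82, 45 and 122. The thinning scaled reads by UMI totals to the library with fewest UMIs, so that the library with FACS was not thinned. It did not make the read numbers equal and is no check at equal read depth. Shared genes numbered 79, 43 and 154 at a minimum of 50 reads and 5, 5 and 11 at a limit of 20%; with names of several genes they numbered 35, 19 and 58. The library with FACS and ice had the most genes and that with FACS the fewest under each of these, apart from the tie at 5.

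T-to-C over the other substitution types was 1.73, 2.11 and 2.60 for the median over genes with at least 250 reads; over A-to-G alone it was 1.51, 1.59 and 1.74.

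The muscle-like share after dissociation was 2.37% at resolution 2, 1.36% when each library was clustered by itself and 1.13% without the 5% of cells with most UMIs. Clustered by itself, the library with FACS and ice had 2.53%, above dissociation, which reverses the order of these 2 libraries; without the cells with most UMIs it also lay above, at 1.37%. Called directly from muscle markers the shares were 4.15%, 0.130% and 0.220%. The muscle-like share after FACS and ice thus depends on the clustering. It also depends on whether the cluster led by tnni2b.1 and myog, which has a head muscle marker, is counted. The clusters led by mylpfa and by myl10 held few cells in both sorted libraries, as did the direct call.

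The mitochondrial share as a median per cell was 1.65%, 0.621% and 1.08% over the library. In clusters C1, C8, C16 and C19 it was 2.15%, 2.06%, 1.69% and 2.01% after dissociation, 0.804%, 0.740%, 0.746% and 0.794% after FACS, and 1.28%, 1.21%, 1.18% and 1.21% after FACS and ice. With the other features of the mitochondrial genome it was 5.59%, 2.84% and 4.79% over the library. In the same clusters it was then 6.66%, 6.53%, 6.75% and 7.20% after dissociation, 4.01%, 3.16%, 3.66% and 3.84% after FACS, and 5.999%, 4.97%, 5.38% and 5.80% after FACS and ice. The order of the libraries was the same in each. A minimum of 500 UMIs per cell removed no cell and so says nothing.

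The median CPM ratio of the fixed list, with FACS and then with FACS and ice, was 1.48 and 1.62 without haemoglobin and mitochondrial genes, 1.46 and 1.44 with equal weight per cluster, and 1.32 and 1.56 without labelled UMIs. With equal weight the ratio was no higher with ice than without.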

Other observations

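The tests on entries per UMI, on reads per UMI, on matched cells, on the other substitution types and on genes whose T-to-C rate did not rise were chosen only after the results were seen; those on read length and on the mix of cell types were laid down before. For the genes whose rate did not rise, the limit of 1.1, the minimum of 4 tables and the reading of the other substitution types were also set after values were seen.

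The labelled share of reads was lower after FACS than after dissociation (0.0687% against 0.131% in the median gene), although the T-to-C rate was higher. Shorter aligned reads are argued against by the T positions per read, with a median of 39 after FACS and 40 after dissociation. A labelled-read table that holds about 1 entry per labelled UMI, against all reads in the other table, could account for it: for low genes there were 0.691 entries per labelled gene and cell, at 6.68 reads per UMI. How the tables were made was not analysed here, and a removal of duplicate reads in 1 of them stays a hypothesis. It may not be enough for every gene: the share of reads rose after FACS for her15.1 (22.3% to 27.01%), her15.2 (27.7% to 29.4%), her4.2 (16.7% to 20.99%) and her4.4 (15.25% to 21.3%). For her15.1, her15.2 and her4.4 entries outnumbered UMIs after FACS, at 223, 272 and 104 per 100 UMIs, so that their shares are uncertain. With entries over UMIs the library with FACS still had the fewest genes above 10% (124 against 215 and 336). It also had the fewest genes with at least 250 UMIs, at 4570 against 7469 and 8636. The counts above 10% are therefore not over equal numbers of genes. Whether its counts of such genes are fully explained is thus left open. No biological explanation was tested.

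The labelled gene share was higher in both sorted libraries. In cells matched for UMIs per cell it was still 1.44-fold higher after FACS and ice than after dissociation, which argues against UMIs per cell as the whole reason. Reads per UMI were 0.861 of those after dissociation, which argues against deeper reading for this library; for FACS alone, which was read more deeply, that stays open. A general rise in errors is argued against by the other 11 substitution types, whose mean was at 0.976 of its dissociation value. The further 4sU in the tube that received the sorted cells and the longer time before fixation go with the groups and stay open as untested, as do differences between single libraries.

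Genes above 10% labelled were not all alike. Among genes with at least 250 UMIs in each library, 39 reached 10% over all cell types after FACS and ice, and 15 of these had a T-to-C rate under 1.1 times that after dissociation, among them pclaf, endog, rps15a and smdt1a; rps15a falls outside the naming rule and was chosen after its values were seen. One hypothesis is a T-to-C difference fixed in the strain or between gene copies, not made by 4sU. In that case the rate should vary little between cell types. The relative standard deviation over cell type tables had a median of 7.71% for the 10 of these genes with at least 4 tables, against 15.9% for the 17 rising genes above 10% with as many tables and 20.5% for 9 heat shock and fos/jun genes. The sets overlap: pclaf had 4.96%, while hbae1 had 21.3% and hist1h2a2 24.5%, and endog had too few tables. Among the rising genes acaa2 had 1.84%, CABZ01098670.1 5.25% and mt-nd3 5.75%; these and hist1h2a2 fall outside the naming rule and were chosen after their values were seen. A small spread thus does not separate the 2 sets, and the test leaves the hypothesis open. Dense variants that raise every type cannot be told apart from it: the other rates were 2.08 times those of genes of the same read count, but the 24 rising genes also had 1.55 times, so that the test does not separate them. For pclaf and endog, which the study named as part of a shared response, a short half-life with complete labelling in every library stays open, since no unlabelled library was analysed here.

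The rise of the fixed list after FACS and ice could come from a different mix of cell types. With equal weight for each of 22 clusters found in all libraries the median ratio was 1.44, which argues against the mix of these clusters as the whole reason. Clusters C0, C3, C5, C13 and C18 were outside this test, with almost no cells after FACS. They held 2475, 2053, 1598, 602 and 441 of the 11043 dissociation cells, so that the test covers a limited part of that library. A response to handling stays open as untested, as do differences between single libraries.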
